A study of Homo sapiens with 8 samples. Its data were reported in "Genome-wide profiling identifies the genetic dependencies of cell death following EGFR inhibition" (2026).

How the data were processed

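PC9 cells, a non-small cell lung cancer line that carries an activating EGFR mutation, expressed the Cas9 nuclease and were infected with TKOv3, a pooled genome-wide library of single guide RNAs (sgRNAs) that holds up to 4 guides for each human gene. Each cell carries a single knockout, and the share of sequencing reads that belongs to a guide stands in for the share of cells with that knockout. Cells were collected at the time of drug addition (T0) and after 72 h in vehicle (untreated), in 10 µM erlotinib or in 0.1 µM osimertinib, both of which are EGFR kinase inhibitors. Each of these 4 groups had 2 libraries. According to the methods, untreated cultures were passaged on the day after drug addition, and only live cells were collected at the endpoint. The study calls its replicates biological. Neither the labels nor the methods state whether the cultures of a group were kept apart since infection, so p-values measure only the spread between these libraries or between guides, part of which may be technical. An additional arm with a higher osimertinib dose was not analysed here.

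The authors deposited raw read counts per guide for each library, with no normalization. Per the labels and the methods, guide inserts were amplified from genomic DNA in 2 rounds of PCR without molecular identifiers, and constant sequence was trimmed before reads were mapped to the guide library with a single mismatch allowed. The sources used here differ on the aligner, which is Bowtie2 in the methods and Bowtie 1.3.1 in the submitters' processing notes. Because PCR copies of a molecule are not independent, the precision that follows from read counts covers counting error only. The table held 71090 guides against 18053 gene names, including 142 non-targeting guides that match no site in the genome. In 50 gene names a spreadsheet had turned the symbol into an amount of money. A symbol was restored where its plain form is in the RefSeq gene table and is used by no other guide, which left 1 name whose 4 guides were left out.

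Total counts were 36940586 and 39200466 reads for the T0 libraries, 34894824 and 37237495 for untreated, 32096281 and 32673742 for erlotinib, and 36636477 and 38116068 for osimertinib. Median counts per guide were between 445 and 549. Guides in the lowest 5% by mean normalized count were left out (a cutoff of 46.0 reads), which left 67531 guides, 138 of them non-targeting. A quasi-likelihood negative binomial model with TMM scaling was then fitted to all 8 libraries (edgeR 4.0.16 in R 4.3.3, common dispersion 0.00537, 4 residual degrees of freedom). Guide-level log2 fold changes (L2FC) were collapsed to a gene value by taking the median over a gene's guides, where at least 2 were kept, minus the median of the non-targeting guides. In all, 17761 genes were tested. A two-sided empirical p was obtained from 10000 draws of as many non-targeting guides as the gene had, and was adjusted over genes by the Benjamini-Hochberg procedure with a threshold of 0.05. The smallest p the draws can give is 1e-04, so many genes share the smallest adjusted p of a comparison. This p sets a gene against the spread of non-targeting guides, not against the spread between cultures. Single guides were tested with the quasi-likelihood F-test of the same model. Errors printed beside a gene value are the SD between its guides, and n is the number of guides.

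Comparisons were made between untreated and T0 (gene essentiality), each drug and untreated (the conventional L2FC), each drug and T0 (conditional essentiality), and both drugs directly. The doses of the drugs differ. For a further comparison, called growth-adjusted, the loss of each gene from T0 to untreated was multiplied by the ratio of the loss of core essential genes under drug to that without drug and was then subtracted from the gene's change from T0 to drug. It stands in for simulations of growth and death rates, which the counts do not hold. Core essential genes were the 238 tested members of the lists of cytosolic ribosome, proteasome, spliceosome, RNA polymerase, cytosolic aminoacyl-tRNA synthetase and DNA replication genes.

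These and 24 other gene lists were fixed before the data were examined. They cover the mitochondrial ribosome, respiratory complex I, apoptosis promoters and inhibitors, PI3K-AKT-mTOR activators and suppressors, RAS-MAPK activators and suppressors, JAK-STAT, PLC-gamma with PKC and NF-kappaB, Hippo suppressors, YAP and TEAD, G1/S promoters and inhibitors, the integrated stress response, KEAP1-NRF2, Mediator, SWI/SNF, SAGA, autophagy, receptor tyrosine kinases, the p53 pathway, the neighbours of EGFR on its chromosome, and olfactory receptors, which serve as genes that a lung cancer cell is not known to need. Lists were tested against all other genes with camera (limma 3.58.1) on a table of gene by library, each cell being the median of a gene's guides in log2 counts scaled to library size (CPM) with a prior count of 1. The preset correlation between genes was 0.01, and an estimated correlation was an alternative. Counts of called members are given over all genes and adjusted over the list alone.

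The genes named in the text follow a rule that was also fixed before the data were examined. It takes 21 genes of EGFR signaling, apoptosis and stress signaling in every comparison. To these it adds the highest and lowest called genes with at least 3 guides on 1 side of the non-targeting median and libraries of the groups that do not overlap: up to 8 in each direction for essentiality, 10 for each drug against untreated and for the growth-adjusted values, and 5 between the drugs. Up to 4 called members of each list serve as examples. Values of some genes that the rule picks are not reported here. CYCS had 1 guide and was not tested.

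As alternatives, also fixed in advance, the tests were repeated with the mean in place of the median of a gene's guides, draws from all targeting guides or from 1234 olfactory receptor guides, limma on the table of gene by library, the replicate number as a block, no filter or a mean count of at least 100, DESeq2 (version 1.42.0, coefficients rounded to 5 decimals), a growth factor from a regression, and each library left out in turn. Further alternatives were chosen after seeing the data: gene values minus the median of the 20 nearest tested genes on each side, 100000 draws, 10 random seeds for the draws, and a table of gene by library in which each guide was first set against its own mean. This last was added because medians of raw guide levels mix guides of different starting abundance, which moved MCL1. The RefSeq gene table was used only for gene names and their order along chromosomes, and 17677 of the 17761 tested genes (99.5%) were placed. Centromere positions, used to tell the sides of a gene apart, are approximate and were not taken from a genome.

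The gene tests (by draws of non-targeting or all targeting guides, limma and DESeq2), the test of single guides and camera were tested on simulated counts, for erlotinib against untreated only. In this simulation over 17761 genes, non-targeting draws recovered 90% of genes changed 1.25-fold (46 false calls). Draws of all targeting guides recovered 58% (3 false calls) and limma 24% (16). Each recovered 100% at 1.5-fold, 2-fold or 3-fold. In the data 5.83% of olfactory receptor genes were called, so false calls may be more frequent. Over 67531 single guides the recovery was 14.5%, 75%, 98% and 100% at these sizes, with 30 false calls. Comparisons that share the untreated libraries share their chance values, so correlations and shared calls were set beside 20 simulations in which the drug groups were drawn from the untreated level. The same simulations gave chance values for medians over blocks of 20 consecutive genes. Plots were made with matplotlib 3.10.9 in Python 3.11.15.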

Results

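The abundance of knockout cells was measured in PC9 cells that expressed Cas9 and carried the TKOv3 library, in 4 groups with 2 libraries each. The groups were cells at the time of drug addition (T0), cells kept for 72 h without drug (untreated), and cells treated for 72 h with 10 µM erlotinib or 0.1 µM osimertinib. The number of guides without any read was 206 and 210 at T0, 235 and 257 in untreated, 241 and 244 under erlotinib, and 242 and 262 under osimertinib. Gene values are given as L2FC relative to non-targeting guides, ± the SD between guides, with n guides, and each rests on 2 libraries per group. A negative L2FC after knocking out a gene means that cells without that gene became rarer.

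Read counts of the libraries of a group were correlated across guides with r = 0.978 at T0, 0.974 in untreated, 0.974 under erlotinib and 0.964 under osimertinib. Gene-level L2FC relative to T0, computed for each library on its own, was correlated across genes with r = 0.762 for untreated, 0.744 for erlotinib and 0.771 for osimertinib. These are correlations across guides or genes, which are not independent replicates. The libraries of a group differed by more than sampling noise, with a chi-square per degree of freedom of 2.67 at T0, 3.46 in untreated, 3.16 under erlotinib and 5.08 under osimertinib, so no library was a copy of another.

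Untreated cells were set against T0 to measure gene essentiality. Core essential genes were depleted, as knocking out machinery that every dividing cell uses should do, which checks that the knockouts worked. Their median L2FC was -0.73 ± 0.34 (SD between genes, n = 238), against -0.17 for all other genes, and 231 of the 238 fell. Among the most depleted genes were GMPPB, which makes GDP-mannose (-1.90 ± 0.12, n = 3), RABGGTB (-1.82 ± 0.14, n = 4), and ZNF407 (-1.82 ± 0.66, n = 4). PMPCA of the mitochondrial processing peptidase (-1.78 ± 0.40, n = 4) and the N-terminal acetyltransferase NAA10 (-1.74 ± 0.41, n = 3) fell to a similar extent. EGFR, the oncogenic driver of this line, fell by 0.88 ± 0.24 (n = 4). ETS1 (0.21 ± 0.01, n = 4), ASPHD1 (0.14 ± 0.14, n = 4) and BLID (0.13 ± 0.06, n = 4) were the only genes called higher that met the rule for naming.

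Downstream of EGFR, the kinases PDPK1 (-0.66 ± 0.07, n = 4), ILK (-0.72 ± 0.19, n = 3), PIK3CA (-0.41 ± 0.19, n = 4) and MTOR (-1.06 ± 0.24, n = 4) and the adaptor GRB2 (-0.61 ± 0.22, n = 4) fell, as did the transcription factor MYC (-0.79 ± 0.24, n = 3). The survival factor MCL1 (-0.42 ± 0.25, n = 3), the phosphatase subunit PPP4C (-0.44 ± 0.25, n = 3) and the Hippo pathway gene NF2 (-0.36 ± 0.12, n = 4) also fell. The values of APAF1 (-0.18), BAX (-0.27), BCL2L11 (-0.20), BCL2L1 (-0.16), TSC1 (-0.12), TSC2 (-0.13) and PLCG1 (-0.14) passed the test against non-targeting guides but lay near the median of all genes. Against draws from all targeting guides none of these passed, and TSC1 (0.05), TSC2 (0.05), BCL2L1 (0.02) and PLCG1 (0.03) were then positive. CASP9 (-0.11, adjusted p = 0.0575) and EIF2AK4 (-0.01, adjusted p = 0.896) did not pass.

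By gene list, the strongest depletion was of cytosolic aminoacyl-tRNA synthetases (median L2FC = -1.06, 20 of 20 lower, such as IARS at -1.37 ± 0.32, n = 4, and YARS at -1.35 ± 0.11, n = 3). RNA polymerases had a median of -0.84 (24 of 25 lower) and the cytosolic ribosome -0.81 (53 of 54). The medians were -0.62 for the proteasome (32 of 32, PSMD4 at -1.14 ± 0.22, n = 4), -0.62 for DNA replication (48 of 51, GINS2 at -1.54 ± 0.72, n = 4) and -0.60 for the spliceosome (54 of 56, PRPF38B at -1.55 ± 0.63, n = 4). Counts adjusted over the list alone were the same for the ribosome (53), the proteasome (32) and the synthetases (20). Tested against all other genes, these 6 lists had adjusted p between 8.92e-27 and 1.33e-16, and between 0.00606 and 0.0331 with an estimated correlation. Mediator had a median of -0.35 (29 of 32 lower, MED18 at -1.39 ± 0.62, n = 4, adjusted p = 1.47e-05), and PI3K-AKT-mTOR activators -0.31 (27 of 28 lower, adjusted p = 0.00348). Their adjusted p with an estimated correlation were 0.277 and 0.188. Olfactory receptors lay at -0.12, with 166 of 326 lower and 3 higher (157 and 1 adjusted over the list alone), and were higher than other genes (adjusted p = 0.00688, and adjusted p = 0.65 with an estimated correlation). The other 21 lists did not pass against all other genes, although most of their members were below non-targeting guides, such as CUL3 (-1.02 ± 0.25, n = 4) of KEAP1-NRF2 and SMARCB1 (-0.79 ± 0.24, n = 4) of SWI/SNF.

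In all, 11842 genes were lower and 30 higher in untreated than at T0 among 17761 tested, and the median of all genes was -0.17. This large number depended on the reference. Against draws from all targeting guides 606 genes were lower and 0 higher, against olfactory receptor guides 1816 and 9, and relative to neighbouring genes on the chromosome 2261 and 898. The counts with 0 higher genes came from the empirical test, while limma on the table of gene by library called 7164 lower and 4 higher. Single libraries decided several calls near the median. Leaving out T0 library 1 ended those of TSC1 (-0.06), TSC2 (-0.12), BCL2L1 (-0.08), PLCG1 (-0.11), ASPHD1 (0.14) and BLID (0.16). Leaving out T0 library 2 ended those of TSC2 (-0.12), PLCG1 (-0.09) and BLID (0.09), and gave 0.27 for ASPHD1. Without untreated library 1, TSC1 (-0.06), TSC2 (-0.06), BCL2L1 (-0.15), BCL2L11 (-0.13), PLCG1 (-0.02), MCL1 (-0.13) and BLID (0.12) no longer passed, and without untreated library 2 this held for TSC2 (-0.12), BCL2L1 (-0.13), ASPHD1 (0.15) and BLID (0.13).

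**Figure D1:**
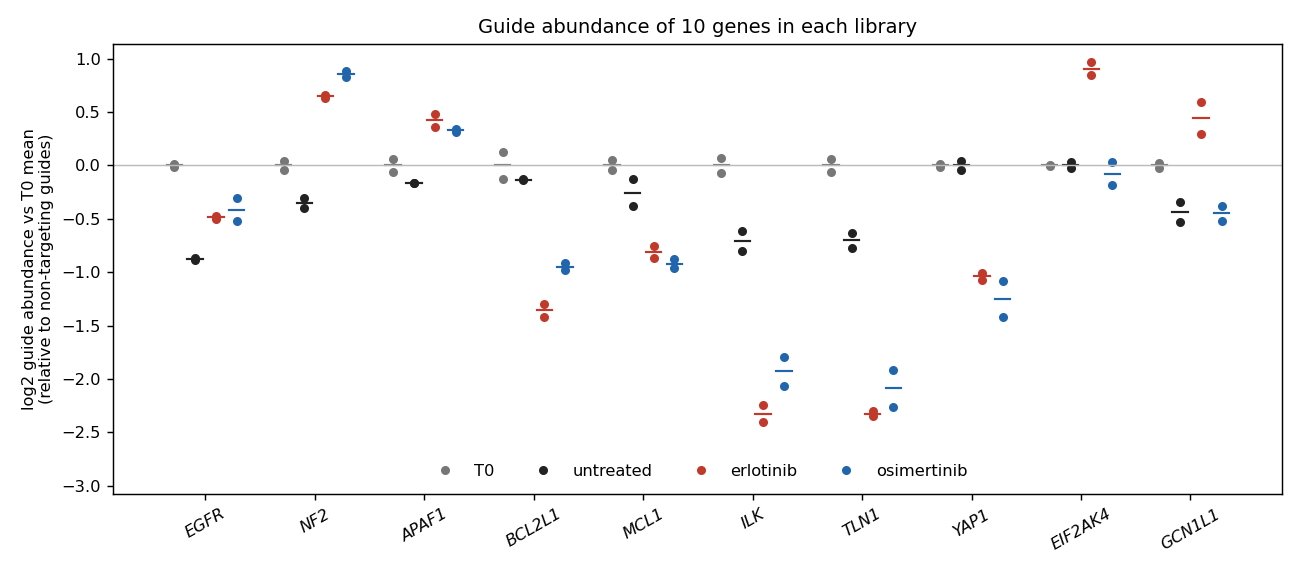
Abundance of knockout cells for 10 genes (y axis, median over guides of log2 abundance relative to the T0 mean and to non-targeting guides) in each library (points, 2 per group), with bars at the group means. Cells without NF2 were under their T0 level in untreated and above it under both drugs, and cells without EIF2AK4 were above it under erlotinib, with a mean of 0.91.

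Erlotinib was set against untreated to find genes whose loss changed the response to the drug. Knocking out NF2, an upstream activator of the Hippo pathway, gave an L2FC of 1.03 ± 0.17 (n = 4). The genes that rose most also included NAE1, a subunit of the NEDD8-activating enzyme (1.17 ± 0.29, n = 4), SBDS, which matures ribosomes (1.08 ± 0.26, n = 4), and NAA10 (1.06 ± 0.38, n = 3). SAMM50 of the mitochondrial outer membrane (1.01 ± 0.11, n = 4), the ribosome rescue factor PELO (0.97 ± 0.44, n = 4), the phosphatase PPP6C (0.92 ± 0.14, n = 3), PMPCA (0.91 ± 0.26, n = 4) and the cohesin release factor WAPAL (0.89 ± 0.31, n = 4) followed. Genes of integrin adhesion were among those that fell most, namely ILK (-1.63 ± 0.41, n = 3), TLN1, which encodes talin (-1.46 ± 0.13, n = 3), and ITGB1, integrin beta 1 (-0.98 ± 0.22, n = 4). The tensin TNS3 (-0.91 ± 0.21, n = 4) and LIMS1, a partner of ILK (-0.88 ± 0.37, n = 4), belong to the same group. The other strongest were the anti-apoptotic BCL2L1 (-1.19 ± 0.43, n = 4), the GTPase RAC1 (-1.10 ± 0.65, n = 3), the kinase PKN2 (-1.02 ± 0.48, n = 3), the transcriptional coactivator YAP1 (-0.97 ± 0.48, n = 4) and the receptor FGFR1 (-0.94 ± 0.34, n = 3).

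EGFR itself rose under erlotinib, by 0.52 ± 0.16 (n = 4) relative to untreated, while staying under its T0 level (-0.48). Among PI3K-AKT-mTOR suppressors, TSC2 (0.54 ± 0.26, n = 4) and TSC1 (0.42 ± 0.23, n = 4) rose, and STK11 fell (-0.33 ± 0.04, n = 4). This list had 3 higher and 1 lower of 22, also when adjusted over the list alone, with a median of 0.00 and a positive mean (0.08), and did not pass (adjusted p = 0.364). PI3K-AKT-mTOR activators split, with 7 lower, such as ILK, PDPK1 (-0.58 ± 0.26, n = 4), RICTOR (-0.46 ± 0.12, n = 4) and PIK3CA (-0.20 ± 0.08, n = 4, adjusted p = 0.0383), and 8 higher, such as MTOR (0.57 ± 0.06, n = 4). Adjusted over the list alone these were 9 and 13 of 28. Their median was 0.09, their mean -0.02, and the test was negative (adjusted p = 0.84). In the RAS-MAPK lists, suppressors had 7 higher and 1 lower of 21, also over the list alone (median 0.09, adjusted p = 0.0633), among them NF1 (0.39 ± 0.09, n = 3), CIC (0.35 ± 0.29, n = 3) and SPRED1 (0.32 ± 0.06, n = 4). Activators had 2 lower and 1 higher of 22 (5 and 2 over the list alone, median -0.01, adjusted p = 0.806), including BRAF (-0.28 ± 0.15, n = 4) and GAB1 (0.39 ± 0.37, n = 4). In the list of PLC-gamma, PKC and NF-kappaB, 5 fell and 5 rose of 26 (7 and 7 over the list alone, median -0.04, adjusted p = 0.661). The kinases IKBKB (-0.46 ± 0.13, n = 4) and CHUK (-0.44 ± 0.19, n = 4) fell, and PLCG1 (0.38 ± 0.07, n = 4), TRAF3 (0.39 ± 0.11, n = 4) and TRAF2 (0.38 ± 0.21, n = 4) rose. Leaving out erlotinib library 2 ended the call of NF1 (0.22, adjusted p = 0.162). The call of PIK3CA was lost without untreated library 1 (-0.15), untreated library 2 (-0.19), erlotinib library 1 (-0.19) or erlotinib library 2 (-0.15).

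Among 18 genes that promote apoptosis 7 rose and 2 fell (8 and 2 over the list alone, median L2FC = 0.14, adjusted p = 0.000276, and adjusted p = 0.294 with an estimated correlation). They included APAF1, the scaffold of the apoptosome (0.66 ± 0.26, n = 4), VDAC2 (0.46 ± 0.21, n = 4), BAX (0.46 ± 0.09, n = 4), the initiator caspase CASP9 (0.43 ± 0.16, n = 4) and BCL2L11 (0.36 ± 0.14, n = 4). Among 10 inhibitors of apoptosis 3 fell and 1 rose, also over the list alone (median -0.09, adjusted p = 0.00023, and adjusted p = 0.0763 with an estimated correlation). BCL2L1, the ubiquitin ligase MARCH5 (-0.78 ± 0.54, n = 4) and MCL1 (-0.42 ± 0.72, n = 3) fell. The value of MCL1 was -0.24 without untreated library 2 (adjusted p = 0.198) and -0.69 without untreated library 1, and limma on gene levels gave -1.29, or -0.49 when each guide was first set against its own mean.

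In the Hippo pathway, whose loss frees YAP and TAZ to act with TEAD factors, 5 of 19 suppressors rose and 0 fell by this test (6 and 0 over the list alone, median 0.05, adjusted p = 0.00296, and adjusted p = 0.314 with an estimated correlation). NF2, the kinases TAOK2 (0.45 ± 0.39, n = 3) and LATS2 (0.40 ± 0.15, n = 4) and the membrane protein KIRREL (0.44 ± 0.09, n = 4) were among them. YAP1 and WWTR1, which encodes TAZ (-0.82 ± 0.20, n = 4), were the 2 called lower of 6 in the YAP and TEAD list, also over the list alone (median -0.14, adjusted p = 3.56e-06, and adjusted p = 0.0763 with an estimated correlation). In the integrated stress response, EIF2AK4, the kinase also called GCN2 (0.87 ± 0.12, n = 4), and its activator GCN1L1 (0.63 ± 0.32, n = 3) rose, and the eIF2 phosphatase subunit PPP1R15B fell (-0.38 ± 0.16, n = 4). That list had 3 higher and 1 lower of 9 (5 and 2 over the list alone, median 0.14, adjusted p = 0.151). PPP1R15B no longer passed without untreated library 2 (-0.20, adjusted p = 0.149). PPP4C rose by 0.79 ± 0.27 (n = 3).

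Several lists of growth machinery were higher under erlotinib than other genes with the preset correlation. With an estimated correlation none of these calls held in the planned test, but those of the synthetases (adjusted p = 0.0309), the ribosome (0.0312) and the mitochondrial ribosome (0.0309) did when each guide was centred first, a setting chosen after seeing the data. Without centring the adjusted p were 0.0645 for the synthetases, 0.0645 for RNA polymerases, 0.181 for the ribosome, 0.294 for the mitochondrial ribosome, 0.294 for complex I, 0.147 for SWI/SNF and 0.0715 for the spliceosome. Cytosolic aminoacyl-tRNA synthetases had the highest median (0.33, 14 higher and 0 lower of 20, 16 and 0 over the list alone, adjusted p = 1.39e-12), with YARS at 0.66 ± 0.12 (n = 3), KARS at 0.64 ± 0.34 (n = 4) and NARS at 0.56 ± 0.33 (n = 4). RNA polymerases followed (median 0.23, 13 higher and 0 lower of 25, 14 and 0 over the list alone, adjusted p = 2.74e-07), with POLR1B at 0.58 ± 0.28 (n = 4) and POLR1A at 0.52 ± 0.29 (n = 4). The cytosolic ribosome had a median of 0.15 (18 higher and 1 lower of 54, 23 and 2 over the list alone, adjusted p = 6.45e-05), with RPL18 at 0.45 ± 0.21 (n = 4). The mitochondrial ribosome had a median of 0.12 (12 higher and 0 lower of 77, 24 and 0 over the list alone, adjusted p = 0.000276), with PTCD3 at 0.33 ± 0.15 (n = 4). Respiratory complex I had a median of 0.08 (6 higher and 0 lower of 48, also over the list alone, adjusted p = 0.00037), with NDUFAB1 at 0.44 ± 0.26 (n = 4). The chromatin remodeler SWI/SNF had a median of 0.12 (7 higher and 0 lower of 21, 8 and 0 over the list alone, adjusted p = 0.000402), with SMARCA4 at 0.48 ± 0.35 (n = 4) and SMARCB1 at 0.44 ± 0.24 (n = 4). The spliceosome went the other way (median -0.07, 9 lower and 1 higher of 56, 14 and 1 over the list alone, adjusted p = 0.00023), with SNW1 at -0.63 ± 0.37 (n = 4). The counts of 0 called members come from the empirical test on edgeR values.

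The remaining lists did not pass against all other genes, except the neighbours of EGFR on its chromosome, of which 3 of 13 were lower, also over the list alone (median -0.08, adjusted p = 0.0211, and adjusted p = 0.294 with an estimated correlation). Their call was lost without erlotinib library 2 (adjusted p = 0.057), and SEC61G, which lies beside EGFR, was the lowest of them (-0.47 ± 0.41, n = 3). CUL3 (0.73 ± 0.29, n = 4) and KEAP1 (0.33 ± 0.12, n = 4) rose in KEAP1-NRF2 (2 higher of 4, also over the list alone, median 0.18, adjusted p = 0.0781). Mediator had 7 higher, such as MED18 (0.60 ± 0.29, n = 4) and MED12 (0.48 ± 0.27, n = 4), and 3 lower of 32 (9 and 3 over the list alone, median 0.06, adjusted p = 0.21). DNA replication had 10 higher, such as RFC3 (0.47 ± 0.07, n = 4), and 5 lower, such as CDT1 (-0.47 ± 0.31, n = 4), of 51 (17 and 8 over the list alone, median 0.08, adjusted p = 0.0781). G1/S inhibitors had 4 higher, such as RB1 (0.36 ± 0.14, n = 4), and 1 lower of 16 (5 and 1 over the list alone, median 0.06, adjusted p = 0.134). G1/S promoters had 1 lower of 14 (median -0.04, adjusted p = 0.151), which was CCND1 (-0.29 ± 0.12, n = 3). CCND1 was at 0.00 without untreated library 2, at -0.52 without untreated library 1 and at -0.19 without erlotinib library 2.

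The proteasome had 5 lower, such as PSMC5 (-0.43 ± 0.36, n = 4), and 3 higher of 32 (6 and 4 over the list alone). Its median was -0.01 while the test was positive (adjusted p = 0.806). SAGA had 4 higher and 2 lower of 15 (5 and 2 over the list alone, median -0.04, adjusted p = 0.364). Autophagy had 2 lower, such as ATG14 (-0.35 ± 0.14, n = 4), and 1 higher, PIK3C3 (0.32 ± 0.12, n = 4), of 17 (6 and 1 over the list alone, median -0.05, adjusted p = 0.385). Receptor tyrosine kinases had 3 lower and 1 higher of 15, the higher being EGFR and the lower including FGFR1 and AXL (-0.28 ± 0.08, n = 4), with a median of 0.00, a mean of -0.05 and a negative test (adjusted p = 0.244). AXL did not pass without erlotinib library 2 (-0.26, adjusted p = 0.0524). JAK-STAT had 2 lower of 15, with a median of 0.01, a mean of -0.02 and a negative test (adjusted p = 0.5). The p53 pathway, a list of 8, did not pass (median -0.03, adjusted p = 0.364). Olfactory receptors had a median of -0.02, with 16 lower and 3 higher of 326 (9 and 1 over the list alone, adjusted p = 0.174).

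Under erlotinib 813 genes were lower and 1107 higher than in untreated, and the genes named as highest or lowest had adjusted p = 0.00206, the smallest the draws gave. The share of higher calls depended on the reference, with 223 lower and 586 higher against olfactory receptor guides and 131 and 270 against all targeting guides, and on the test, with 205 and 728 by limma on gene levels. Draws from all targeting guides also ended the calls of MCL1, PIK3CA, STK11, NF1, TAOK2, CCND1, KEAP1, PIK3C3, PTCD3, BRAF, CIC, SPRED1, RB1, ATG14, AXL and SEC61G. Without untreated library 2 the count was 1142 genes (462 lower and 680 higher), and without erlotinib library 2 it was 1141 (510 and 631).

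Osimertinib was set against untreated in the same way. NF2 (1.24 ± 0.18, n = 4) was among the genes that rose most. Others were C16orf72 (0.81 ± 0.10, n = 3), NAE1 (0.79 ± 0.16, n = 4), RPE, an enzyme of the pentose phosphate pathway (0.77 ± 0.15, n = 4), and PAXIP1 (0.76 ± 0.14, n = 4). ZNF689 (0.74 ± 0.05, n = 4, with its chromosomal neighbours at 0.24) and PDCD10 (0.72 ± 0.17, n = 4), were also among the highest genes. Adhesion genes were again among those that fell most, namely TLN1 (-1.41 ± 0.25, n = 3), ILK (-1.21 ± 0.42, n = 3), ITGB1 (-0.99 ± 0.17, n = 4) and PTK2, the focal adhesion kinase (-0.89 ± 0.32, n = 4). PKN2 (-1.19 ± 0.45, n = 3), YAP1 (-1.13 ± 0.52, n = 4) and WWTR1 (-0.99 ± 0.21, n = 4) were among the other lowest genes.

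EGFR rose by 0.57 ± 0.20 (n = 4) relative to untreated. Of 22 PI3K-AKT-mTOR suppressors, among them TSC2 (0.62 ± 0.26, n = 4), TSC1 (0.61 ± 0.19, n = 4) and STK11 (-0.58 ± 0.27, n = 4), 3 rose and 1 fell (4 and 2 over the list alone, median 0.03, adjusted p = 0.183). Of 28 activators 6 fell and 4 rose, also over the list alone (median -0.07, adjusted p = 0.0564), the lowest being ILK, RICTOR (-0.72 ± 0.29, n = 4), the PI3K catalytic subunit PIK3CB (-0.61 ± 0.17, n = 3) and PDPK1 (-0.59 ± 0.24, n = 4). PIK3CA did not pass (-0.15, adjusted p = 0.218). RAS-MAPK suppressors had 6 higher and 1 lower of 21, also over the list alone (median 0.13, adjusted p = 0.0235, and adjusted p = 0.511 with an estimated correlation), the lower being ERRFI1 (-0.43 ± 0.15, n = 4). Their call was lost without untreated library 2 (adjusted p = 0.0944) or osimertinib library 1 (adjusted p = 0.0546). RAS-MAPK activators had 3 higher and 0 lower of 22 (3 and 2 over the list alone), with a median of -0.01, a mean of 0.01 and a positive test (adjusted p = 0.79). In the list of PLC-gamma, PKC and NF-kappaB 4 rose and 4 fell of 26 (4 and 5 over the list alone, median -0.04, adjusted p = 0.397), among them TRAF2 (0.64 ± 0.31, n = 4), PLCG1 (0.54 ± 0.09, n = 4), TRAF3 (0.40 ± 0.11, n = 4) and RELA (-0.44 ± 0.18, n = 4).

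Promoters of apoptosis had 7 higher and 0 lower of 18, also over the list alone (median 0.12, adjusted p = 0.00174, and adjusted p = 0.336 with an estimated correlation). APAF1 (0.50 ± 0.15, n = 4), BAX (0.42 ± 0.10, n = 4), CASP9 (0.35 ± 0.13, n = 4) and BCL2L11 (0.25 ± 0.15, n = 4, adjusted p = 0.0325) rose. The call of BCL2L11 was lost without untreated library 1 (0.16), osimertinib library 1 (0.25) or osimertinib library 2 (0.16). Of 10 inhibitors of apoptosis 3 fell and 1 rose, also over the list alone (median -0.10, adjusted p = 0.0564). The 3 were BCL2L1 (-0.72 ± 0.28, n = 4), MARCH5 (-0.70 ± 0.22, n = 4) and MCL1 (-0.51 ± 0.52, n = 3), of which MCL1 no longer passed without untreated library 2 (-0.16, adjusted p = 0.411).

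The Hippo pathway stood out in both directions. Of 19 suppressors 7 rose and 0 fell, also over the list alone (median 0.13, adjusted p = 0.000102, and adjusted p = 0.253 with an estimated correlation), with LATS2 (0.64 ± 0.21, n = 4), TAOK2 (0.61 ± 0.46, n = 3) and KIRREL (0.52 ± 0.07, n = 4) next to NF2. Of the 6 YAP and TEAD genes 5 fell (6 over the list alone, median -0.55, adjusted p = 1.47e-09, and adjusted p = 0.124 with an estimated correlation), with TEAD1 at -0.70 ± 0.23 (n = 4) and TEAD4 at -0.40 ± 0.21 (n = 4). Relative to its chromosomal neighbours TAOK2 was at 0.36 and did not pass (adjusted p = 0.0552). EIF2AK4 did not change under osimertinib by this test (-0.01 ± 0.04, n = 4, adjusted p = 0.952), and the integrated stress response had 1 lower of 9 (2 over the list alone, median -0.01, adjusted p = 0.183). That gene was PPP1R15B (-0.32 ± 0.33, n = 4), whose call was lost without untreated library 2 (-0.23) or osimertinib library 2 (-0.16). PPP4C rose by 0.54 ± 0.22 (n = 3), with its neighbours at 0.29, and did not pass once their median was subtracted (0.25, adjusted p = 0.121).

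Among lists of growth machinery the proteasome fell (median -0.14, 10 lower and 0 higher of 32, 13 and 3 over the list alone, adjusted p = 0.00739), with PSMC6 at -0.74 ± 0.49 (n = 4), PSMD2 at -0.54 ± 0.32 (n = 4) and PSMA6 at -0.53 ± 0.13 (n = 4). So did the spliceosome (median -0.07, 9 lower and 0 higher of 56, 11 and 0 over the list alone, adjusted p = 0.00204), with DHX15 at -0.56 ± 0.43 (n = 4) and DHX8 at -0.45 ± 0.27 (n = 4). Their adjusted p with an estimated correlation were 0.253 and 0.168, and the proteasome did not pass without osimertinib library 1 (adjusted p = 0.0534). SWI/SNF rose (median 0.09, 5 higher and 0 lower of 21, 7 and 0 over the list alone, adjusted p = 0.00174), with SMARCA4 at 0.58 ± 0.30 (n = 4) and SMARCB1 at 0.49 ± 0.33 (n = 4). So did G1/S inhibitors (median 0.13, 2 higher and 1 lower of 16, 7 and 1 over the list alone, adjusted p = 0.00858), with FBXW7 at 0.48 ± 0.24 (n = 4). Both had adjusted p = 0.248 with an estimated correlation, and G1/S inhibitors did not pass without osimertinib library 1 (adjusted p = 0.0558). G1/S promoters had 3 lower of 14 (3 lower and 1 higher over the list alone, median -0.07, adjusted p = 0.21), including CCND1 (-0.63 ± 0.17, n = 3) and CDK4 (-0.37 ± 0.20, n = 4). CCND1 was at -0.10 without untreated library 2, and CDK4 at -0.30 without osimertinib library 1, and neither then passed.

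The other lists did not pass. The cytosolic ribosome had 4 higher and 1 lower of 54, also over the list alone (median 0.01, adjusted p = 0.811). RNA polymerases had 7 higher and 1 lower of 25 (9 and 1 over the list alone, median 0.05, adjusted p = 0.0598), and aminoacyl-tRNA synthetases had 1 higher of 20, also over the list alone (median 0.03, adjusted p = 0.0598), which was KARS (0.25 ± 0.23, n = 4). DNA replication had 4 lower, such as CDT1 (-0.39 ± 0.15, n = 4), and 2 higher of 51 (5 and 7 over the list alone, median 0.00, negative test, adjusted p = 0.863). The mitochondrial ribosome had 4 higher and 1 lower of 77 (0 and 0 over the list alone, median 0.04, adjusted p = 0.569), and complex I 4 higher of 48 (3 over the list alone, median 0.01, adjusted p = 0.224). In KEAP1-NRF2, CUL3 (0.67 ± 0.23, n = 4) and KEAP1 (0.44 ± 0.10, n = 4) rose and 1 gene fell of 4 (median 0.29, adjusted p = 0.397). Mediator had 3 lower, such as MED23 (-0.39 ± 0.08, n = 4), and 2 higher, such as MED12 (0.46 ± 0.20, n = 4), of 32 (5 and 3 over the list alone, median -0.01, adjusted p = 0.224). Receptor tyrosine kinases had FGFR1 (-0.67 ± 0.37, n = 3) and AXL (-0.59 ± 0.12, n = 4) lower and EGFR higher of 15, with a median of 0.01, a mean of -0.06 and a negative test (adjusted p = 0.397). SAGA had 2 lower and 1 higher of 15 (median -0.03, adjusted p = 0.651), autophagy 2 lower of 17 (6 lower and 1 higher over the list alone, median -0.14, adjusted p = 0.147), and the p53 pathway, a list of 8, a median of -0.06 (adjusted p = 0.41). JAK-STAT had 1 lower of 15, which was STAT5A (-0.25 ± 0.08, n = 4), with a median of 0.02, a mean of -0.01 and a positive test (adjusted p = 0.861). Of the 13 neighbours of EGFR only SEC61G was lower (-0.43 ± 0.46, n = 3, list median -0.04, adjusted p = 0.142). Olfactory receptors had 8 lower and 1 higher of 326 (2 and 1 over the list alone, median -0.01, adjusted p = 0.41). The calls of KARS (0.15 without untreated library 1, 0.22 without osimertinib library 1 and 0.29 without osimertinib library 2), STAT5A (-0.25 without untreated library 2 and -0.14 without osimertinib library 1) and SEC61G (-0.28 without untreated library 2 and -0.32 without osimertinib library 1) each rested on those libraries.

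Under osimertinib 817 genes were lower and 783 higher than in untreated, and the genes named as highest or lowest had adjusted p = 0.00606, the smallest the draws gave. Against all targeting guides 146 and 113 passed the threshold, and CASP9, BAX, BCL2L11, MCL1, TEAD4, CDT1, TRAF3, CDK4, MED23, KARS, STAT5A, SEC61G and PPP1R15B did not pass. The count was 683 (350 lower and 333 higher) without untreated library 2, 822 (437 and 385) without osimertinib library 1 and 969 (596 and 373) without osimertinib library 2.

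**Figure D2:**
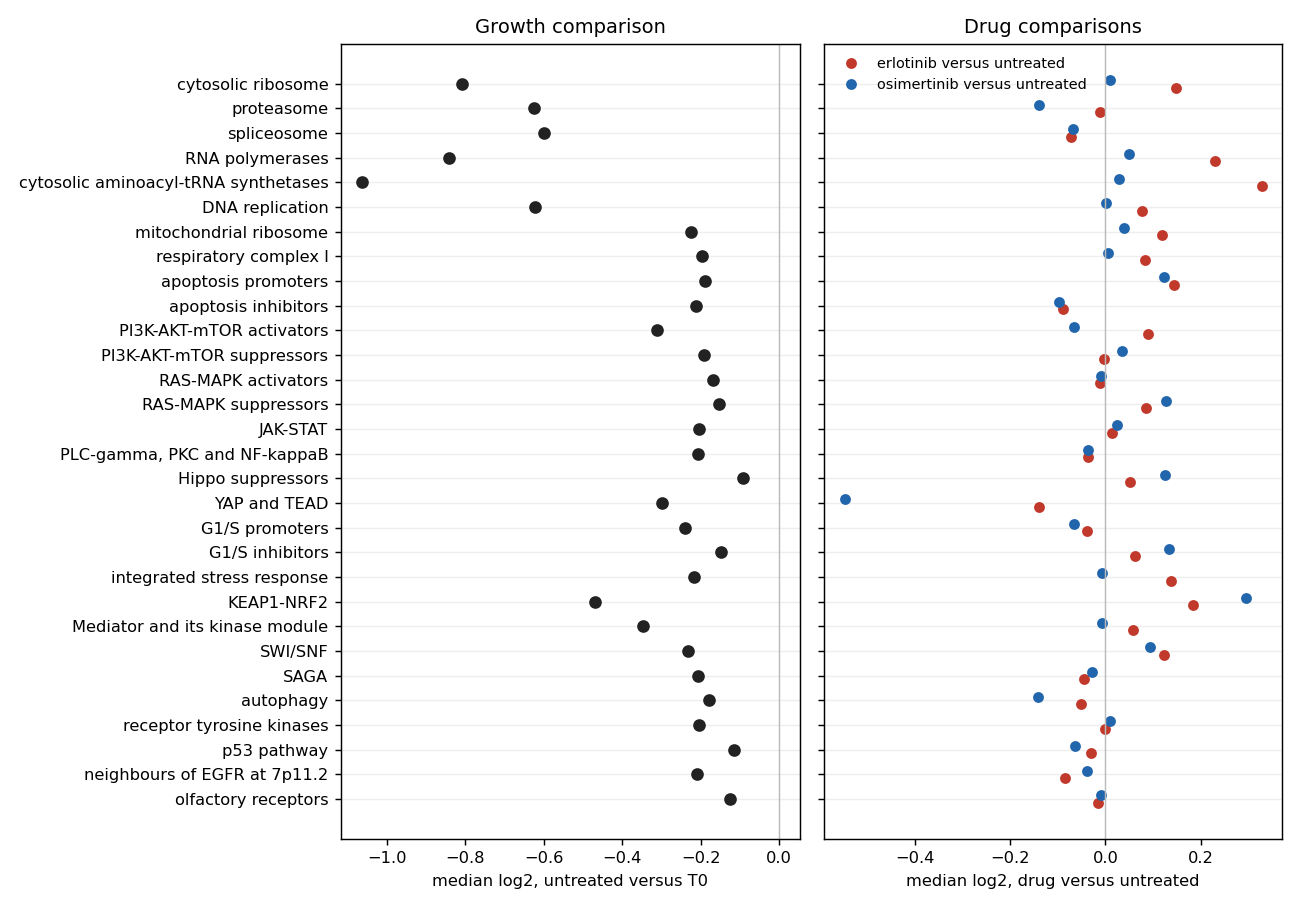
Median L2FC of each of the 30 gene lists (x axes, log2) in untreated relative to T0 (left) and under erlotinib and osimertinib relative to untreated (right), with 1 line per list. Aminoacyl-tRNA synthetases lie at -1.06 on the left and at 0.33 under erlotinib and 0.03 under osimertinib on the right.

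L2FC relative to untreated was then compared between the drugs. Of genes called lower 405 were shared, and of those called higher 454. Independent lists would share 37.4 and 48.8, and part of the excess may come from the shared controls. Drug groups simulated at the untreated level shared 0 to 4 and 0 to 7. With 14.1 (erlotinib) and 17 (osimertinib) calls on average they cannot size that part. Only 4 genes were called in opposite directions. Across 17761 genes, which are not independent replicates, r was 0.71 and Spearman's rho 0.64. Both comparisons use the same untreated libraries, and the simulated groups gave r = 0.424 and rho = 0.407 (20 simulations). The covariance was 0.0155, against 0.00235 in the simulations. The same sign was seen in 73.0% of genes, against 64.1% simulated.

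**Figure D3:**
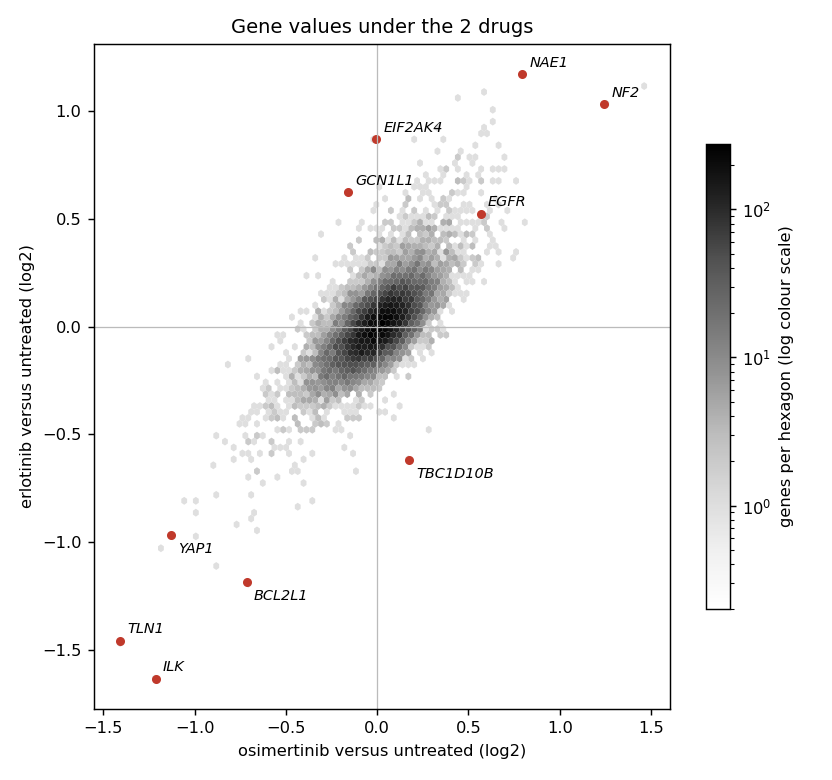
L2FC relative to untreated under erlotinib (y axis, log2) against that under osimertinib (x axis, log2), with the number of genes per hexagon in grey on a log scale and labelled genes in red. NF2 and NAE1 lie at the upper right, ILK and TLN1 at the lower left, and EIF2AK4 lies at 0.87 under erlotinib and -0.01 under osimertinib.

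Values also shifted together along chromosomes. Over 871 blocks of 20 neighbouring tested genes, block medians had an SD of 0.0636 under erlotinib and 0.0795 under osimertinib, against at most 0.0319 and 0.0350 in 100 shufflings of the gene order. Averaged over the drugs, the lowest block, from SGK494 to TAOK1 on chromosome 17, was at -0.24, and the highest, from UGT1A10 to LRRFIP1 on chromosome 2, was at 0.23. Among the genes named in this text, subtracting the median of the neighbours ended the calls of PIK3CA (-0.18 after subtraction) and CCND1 (-0.17) under erlotinib and of TAOK2 (0.36), PPP4C (0.25), BCL2L11 (0.18) and STAT5A (-0.13) under osimertinib.

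**Figure D4:**
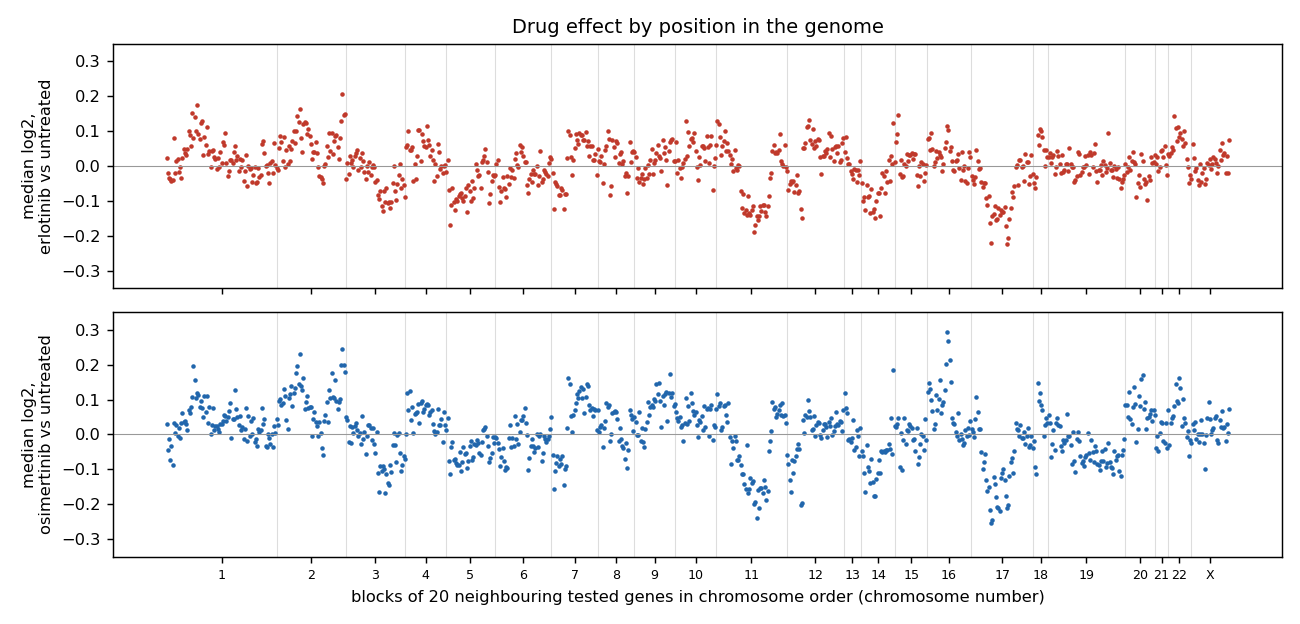
Median L2FC relative to untreated (y axes, log2) under erlotinib (top) and osimertinib (bottom) for each of 871 blocks of 20 neighbouring tested genes in chromosome order (x axis, points). Stretches of chromosomes lie above or below 0 under both drugs, as on chromosome 17, where the block from SGK494 to TAOK1 has a mean of -0.24 over the drugs.

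The relation of these conventional L2FC values to gene essentiality was examined next. Across genes, erlotinib L2FC was correlated with essentiality (L2FC of untreated relative to T0) with r = -0.37 (rho = -0.34), and osimertinib L2FC with r = -0.11 (rho = -0.16), or -0.166 and -0.178 without untreated library 1 or 2. Untreated libraries enter both measures with opposite sign, and simulated drug groups equal to untreated gave r = -0.137 and -0.135. The covariance was -0.0114 for erlotinib and -0.00356 for osimertinib, against -0.00233 and -0.00227 simulated.

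The drugs were also compared directly, at the doses used. Knocking out EIF2AK4 (0.90 ± 0.13, n = 4) or GCN1L1 (0.85 ± 0.15, n = 3) gave much higher abundance under erlotinib than under osimertinib. GARS, the glycyl-tRNA synthetase (0.64 ± 0.19, n = 3), the RNA helicase DDX55 (0.61 ± 0.10, n = 3) and NAA10 (0.60 ± 0.37, n = 3) were also higher under erlotinib. Lower under erlotinib were TBC1D10B (-0.93 ± 0.39, n = 3, neighbours at -0.18), the spindle factor TPX2 (-0.63 ± 0.26, n = 3) and BCL2L1 (-0.48 ± 0.15, n = 4). So were ZNF689 (-0.44 ± 0.02, n = 4) and PIH1D2 (-0.43 ± 0.20, n = 3). Genes of the fixed set that did not pass include TSC1 (-0.23, adjusted p = 0.0591), NF2 (-0.21, adjusted p = 0.091), ILK (-0.23, adjusted p = 0.144), EGFR (-0.11, adjusted p = 0.337) and MCL1 (-0.18, adjusted p = 0.22).

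By the preset correlation 13 lists passed between the drugs. None did with an estimated correlation, where adjusted p lay between 0.1, for the synthetases and RNA polymerases, and 0.431, for complex I, but with each guide also centred first the synthetases, the proteasome and both ribosomes did (adjusted p = 0.0237 each). Aminoacyl-tRNA synthetases differed most (median 0.26, 11 higher and 0 lower of 20, 14 and 0 over the list alone, adjusted p = 1.73e-12), with YARS at 0.57 ± 0.26 (n = 3) and NARS at 0.43 ± 0.05 (n = 4). The proteasome (median 0.13, 6 higher of 32, 11 over the list alone, adjusted p = 1.86e-05), with PSMD2 at 0.52 ± 0.45 (n = 4), and RNA polymerases (median 0.14, 5 higher of 25, 9 over the list alone, adjusted p = 2.65e-05) were also higher under erlotinib. The same holds for the cytosolic ribosome (median 0.09, 10 higher of 54, 16 over the list alone, adjusted p = 6.04e-06), with RPL10 at 0.38 ± 0.08 (n = 3), and Mediator (median 0.09, 4 higher of 32, 10 over the list alone, adjusted p = 0.00107). So were the integrated stress response (median 0.06, EIF2AK4 and GCN1L1 of 9, 3 over the list alone, adjusted p = 8.3e-05), YAP and TEAD (median 0.13, only TEAD1 of 6 at 0.54 ± 0.06, n = 4, adjusted p = 0.000282) and the mitochondrial ribosome (median 0.07, 2 higher of 77, adjusted p = 0.000413). Also higher were PI3K-AKT-mTOR activators (median 0.07, 3 higher of 28, adjusted p = 0.00386), DNA replication (median 0.06, 3 higher of 51, among them RFC3 at 0.52 ± 0.18, n = 4, adjusted p = 0.0088) and complex I (median 0.07, 0 called of 48, adjusted p = 0.00976). Inhibitors of apoptosis (median -0.10, 2 lower of 10, adjusted p = 0.0082) and Hippo suppressors (median -0.10, 0 called of 19, 3 lower over the list alone, adjusted p = 0.0088) were lower under erlotinib. Calls were lost for complex I without osimertinib library 1 (adjusted p = 0.206), for DNA replication (adjusted p = 0.179) and Hippo suppressors (adjusted p = 0.093) without osimertinib library 2. They were also lost for inhibitors of apoptosis without erlotinib library 1 (adjusted p = 0.0651) and for PI3K-AKT-mTOR activators without erlotinib library 2 (adjusted p = 0.0641).

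Between the drugs 109 genes were lower and 339 higher under erlotinib, and with 100000 draws 174 were lower and 418 higher. Over 10 random seeds the count was 399 to 738, limma called 13 and 114, or 43 and 200 with each guide centred first, and with no filter 342 and 595 were called. Against all targeting guides 10 were lower and 71 higher, and over 10 random seeds that draw gave 0 to 130 genes. Without osimertinib library 1 the count was 111 (10 and 101), and the calls of PIH1D2 (-0.44) and YARS (0.31) were lost. Without osimertinib library 2 that of TPX2 (-0.31) was lost. Without erlotinib library 1 it was 251 (53 and 198), and that of PIH1D2 (-0.35) was lost.

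Because slower growth slows the loss of essential genes, values were adjusted. The loss from T0 to untreated was scaled by 0.859 for erlotinib and 1.03 for osimertinib. The paper reports reduced proliferation under both drugs, so these factors may not track growth. A regression through the origin across all genes gave 0.785 and 0.884. For erlotinib, NAE1 (0.99 ± 0.25, n = 4), NF2 (0.99 ± 0.16, n = 4), SBDS (0.90 ± 0.21, n = 4) and EIF2AK4 (0.88, n = 4) were among the highest. ILK (-1.73), TLN1 (-1.60), BCL2L1 (-1.21), RAC1 (-1.20), PKN2 (-1.11), ITGB1 (-1.003) and YAP1 (-0.98) were among the lowest. For osimertinib the highest included NF2 (1.26), NAE1 (0.83), C16orf72 (0.82) and RPE (0.79), and the lowest TLN1 (-1.39), ILK (-1.19), PKN2 (-1.17) and YAP1 (-1.13). EGFR was at 0.38 for erlotinib (0.25 without untreated library 1) and 0.59 for osimertinib.

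After this adjustment the spliceosome was lower under erlotinib (median -0.15, 25 lower and 0 higher of 56, 31 and 0 over the list alone, adjusted p = 1.35e-09, and adjusted p = 0.0363 with an estimated correlation). The mitochondrial ribosome held with an estimated correlation only when each guide was centred first (adjusted p = 0.0289, as for the spliceosome then). Synthetases stayed higher (median 0.19, 11 higher and 2 lower of 20, 13 and 2 over the list alone, adjusted p = 1.07e-07, and adjusted p = 0.0884 with an estimated correlation). So did RNA polymerases (median 0.08, adjusted p = 0.000352), promoters of apoptosis (0.13, adjusted p = 0.000155), Hippo suppressors (0.05, adjusted p = 0.00037), and SWI/SNF (0.10, adjusted p = 0.00038). The list continues with the mitochondrial ribosome (0.08, adjusted p = 0.000245), complex I (0.06, adjusted p = 0.000245) and the ribosome (0.06, adjusted p = 0.0418). RAS-MAPK suppressors passed here (0.07, adjusted p = 0.0233), and relative to untreated they did not (adjusted p = 0.0633), a difference that was not tested. YAP and TEAD (-0.19, adjusted p = 1.08e-06), inhibitors of apoptosis (-0.10, adjusted p = 0.000352) and the neighbours of EGFR (-0.12, adjusted p = 0.0144) were lower. With an estimated correlation the adjusted p of these 11 further lists lay between 0.0884 and 0.487. The ribosome was lost without either erlotinib library, and RAS-MAPK suppressors without untreated library 2 or erlotinib library 1.

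For osimertinib the adjusted lists that passed were YAP and TEAD (median -0.53, 5 lower of 6, adjusted p = 1.4e-09), Hippo suppressors (0.13, 7 higher of 19, adjusted p = 0.000167), promoters of apoptosis (0.13, 7 higher of 18, adjusted p = 0.0016), and SWI/SNF (0.10, 6 higher of 21, adjusted p = 0.0016). Others were the spliceosome (-0.05, 9 lower of 56, adjusted p = 0.00971), G1/S inhibitors (0.14, adjusted p = 0.0115) and the proteasome (-0.12, 10 lower and 2 higher of 32, adjusted p = 0.0171). Synthetases (0.06, adjusted p = 0.0186), RNA polymerases (0.08, adjusted p = 0.0233), RAS-MAPK suppressors (0.13, adjusted p = 0.0233) and inhibitors of apoptosis (-0.09, adjusted p = 0.041) passed as well. With an estimated correlation their adjusted p lay between 0.124 and 0.526. Without untreated library 1 the proteasome (adjusted p = 0.0535), synthetases (adjusted p = 0.0535), RNA polymerases (adjusted p = 0.0636) and inhibitors of apoptosis (adjusted p = 0.0636) did not pass. Without osimertinib library 1 the proteasome (adjusted p = 0.123), RNA polymerases (adjusted p = 0.123), G1/S inhibitors, RAS-MAPK suppressors and inhibitors of apoptosis (adjusted p = 0.0612 each) did not pass. Without untreated library 2 this held for RAS-MAPK suppressors (adjusted p = 0.134), and without either erlotinib library for inhibitors of apoptosis (adjusted p = 0.0584).

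The adjusted counts were 1267 lower and 751 higher for erlotinib and 752 and 888 for osimertinib, with r = 0.73 between the drugs (0.424 simulated, covariance 0.0151 against 0.00237) and 484 lower and 414 higher genes shared. Independent lists would share 53.6 and 37.5, and simulated groups, again with few calls, shared 0 to 4 and 0 to 7. For erlotinib they were 216 and 222 against all targeting guides, 369 and 450 against olfactory receptor guides and 538 and 638 relative to neighbouring genes, and for osimertinib 1223 and 598 with factors from a regression. For erlotinib the count was 1176 without untreated library 2 and 1173 without erlotinib library 2, and for osimertinib 680 without untreated library 2, 870 without osimertinib library 1 and 966 without osimertinib library 2. MCL1 (-0.48 for erlotinib and -0.50 for osimertinib) was then at -0.25 and -0.11 without untreated library 2, and no longer passed.

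Conditional essentiality, the change from T0 to each drug, was examined last. Under erlotinib and osimertinib, respectively, NF2 rose to 0.65 and 0.87, and APAF1 to 0.42 and 0.37, while EIF2AK4 was at 0.91 and 0.01 (the latter with adjusted p = 0.928). ILK (-2.33 and -1.92), PDPK1 (-1.21 and -1.23), BCL2L1 (-1.35 and -0.85), MCL1 (-0.81 and -0.91) and EGFR (-0.48 and -0.39) fell under both drugs. Core essential genes had a median of -0.63 ± 0.29 under erlotinib and -0.75 ± 0.33 under osimertinib (SD between genes, n = 238), with 224 and 227 of them lower, against -0.14 for other genes under both. The cytosolic ribosome (-0.62 and -0.76), the proteasome (-0.60 and -0.73), the spliceosome (-0.73 and -0.69), RNA polymerases (-0.66 and -0.80), synthetases (-0.64 and -0.91) and DNA replication (-0.54 and -0.61) fell, with adjusted p of at most 0.0398 under erlotinib and 0.0425 under osimertinib with an estimated correlation.

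In the change from T0, 19 lists passed under erlotinib and 14 under osimertinib. Hippo suppressors lay above other genes (median 0.02 under erlotinib, 5 higher and 3 lower of 19, adjusted p = 7.83e-09, and 0.15 under osimertinib, 9 higher and 1 lower, adjusted p = 9.32e-11), with adjusted p = 0.109 and 0.0727 with an estimated correlation (0.0420 for the latter with each guide centred first). All 6 YAP and TEAD genes fell under each drug, and the list lay below other genes (-0.52, adjusted p = 1.25e-05, and -0.90, adjusted p = 2.14e-06), with adjusted p = 0.0602 and 0.0469 with an estimated correlation. Promoters of apoptosis had 4 higher and 5 lower of 18 under each drug (medians -0.06 and -0.01, adjusted p = 0.00019 and 0.00507) and were above other genes, as were RAS-MAPK suppressors (0.01, adjusted p = 0.000747, and -0.02, adjusted p = 0.001), with adjusted p between 0.202 and 0.362 with an estimated correlation. PI3K-AKT-mTOR activators (-0.25, 20 lower of 28, adjusted p = 0.00771, and -0.35, 21 lower, adjusted p = 9.56e-05) and Mediator (-0.27, 28 lower of 32, adjusted p = 0.00109, and -0.44, 27 lower, adjusted p = 8.01e-06) were below other genes, with adjusted p between 0.0727 and 0.263 with an estimated correlation. Promoters of apoptosis did not pass under osimertinib without osimertinib library 2 (adjusted p = 0.063).

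The 7 other lists that passed under erlotinib had adjusted p between 0.00771 and 0.0306, and between 0.163 and 0.358 with an estimated correlation. The mitochondrial ribosome (-0.08), complex I (-0.09), G1/S inhibitors (-0.03) and the integrated stress response (-0.05) were above other genes, and inhibitors of apoptosis (-0.22), G1/S promoters (-0.22) and the neighbours of EGFR (-0.27) below. Calls were lost without T0 library 1 for G1/S inhibitors (adjusted p = 0.0673), without erlotinib library 1 for G1/S promoters (0.0716) and the stress response (0.0563), and without erlotinib library 2 for G1/S inhibitors (0.0713), the stress response and the neighbours of EGFR (0.0556 each). The 2 others under osimertinib were G1/S inhibitors (-0.03, adjusted p = 0.00557) above and G1/S promoters (-0.29, adjusted p = 0.0481) below other genes, with adjusted p = 0.0938 and 0.181 with an estimated correlation. G1/S promoters did not pass without T0 library 1 (adjusted p = 0.0695), T0 library 2 (0.06) or osimertinib library 2 (0.166).

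Relative to T0, 9057 genes were lower and 118 higher under erlotinib, and 7720 and 253 under osimertinib, with 6420 lower and 75 higher genes shared. Independent lists would share 3937 and 1.68, simulated groups all at 1 level shared 0 to 4 and 0 to 2, and drug groups simulated at the untreated level against T0 shared 3358 to 6442 and 2 to 15, a range that holds the observed overlap of lower genes. Relative to neighbouring genes the counts were 1941 and 721, and 2120 and 791, and against all targeting guides 648 and 11, and 607 and 14. EGFR, PPP4C and PIK3CA were among the genes that then no longer passed.

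Single guides were tested as well. For untreated against T0 3996 guides were lower and 813 higher, for erlotinib against untreated 707 and 1187, for osimertinib against untreated 1570 and 1626, and for erlotinib against osimertinib 75 and 147, of 67531 guides. In separate fits, the count of 4809 guides for untreated against T0 became 2662 without T0 library 1, 2645 without T0 library 2, 2998 without untreated library 1 and 3112 without untreated library 2. The 1894 for erlotinib became 735 and 788 without untreated library 1 or 2, 729 and 743 without erlotinib library 1 or 2, and 3173 and 3183 without osimertinib library 1 or 2. The 3196 for osimertinib became 1149 and 1424 without untreated library 1 or 2. Between the drugs the 222 calls became 33 and 29 without erlotinib library 1 or 2, 116 and 121 without T0 library 1 or 2, and 462 and 572 without osimertinib library 1 or 2.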

Values the study reported

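The study reports correlations between replicates of r = 0.97 for read counts and r = 0.82 for drug-induced fold changes. Its inferred death rates under both drugs were correlated with r = 0.71. It lists 676 genes that alter the death rate under erlotinib and 674 under osimertinib, 359 of them for both. Death rates under erlotinib were correlated with gene essentiality with r = −0.49 and with conditional essentiality with r = −0.85. Death rates come from simulations and were not computed here.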

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

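The tests of gene order, copy number, chromosome ends, growth, tRNA charging and cutting cost, and that of the guides of EIF2AK4 alone, were chosen only after the result was seen. The direct test between the drugs called 448 genes, each a difference between the responses to erlotinib and osimertinib at doses that also differ, and the count was 111 without osimertinib library 1 and 251 without erlotinib library 1. The values were 0.90 for EIF2AK4, 0.85 for GCN1L1, 0.64 for GARS, 0.61 for DDX55 and 0.60 for NAA10, which were higher under erlotinib. Lower values were -0.93 for TBC1D10B, -0.63 for TPX2, -0.48 for BCL2L1, -0.44 for ZNF689 and -0.43 for PIH1D2. TPX2 lost its call without osimertinib library 2 (-0.31), and PIH1D2 without osimertinib library 1 (-0.44) or erlotinib library 1 (-0.35). The same test between the drugs passed for 13 gene lists, with medians of 0.26 for aminoacyl-tRNA synthetases, 0.14 for RNA polymerases, 0.13 for the proteasome and 0.13 for YAP and TEAD. Further medians were 0.0900 for the cytosolic ribosome, 0.0921 for Mediator, 0.0673 for the mitochondrial ribosome, 0.0703 for complex I, 0.0727 for PI3K-AKT-mTOR activators, 0.0625 for DNA replication, 0.0611 for the integrated stress response, -0.10 for Hippo suppressors and -0.10 for inhibitors of apoptosis. None of the 13 held with an estimated correlation (smallest adjusted p 0.100), but with each guide also centred first, chosen after seeing the data, the synthetases, the proteasome and both ribosomes did (adjusted p = 0.0237 each). The call was lost for complex I without osimertinib library 1, and for DNA replication and Hippo suppressors without osimertinib library 2. It was also lost for inhibitors of apoptosis without erlotinib library 1 and for PI3K-AKT-mTOR activators without erlotinib library 2.

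Neighbouring genes shifted together under both drugs, and medians over 871 blocks of 20 genes were correlated between the drugs with r = 0.822, where the shared untreated libraries alone gave 0.311 in simulations. A chance order of genes is argued against, since block medians spread 2.12 times as widely under erlotinib, and 2.36 times under osimertinib, as after shuffling. A cutting cost that follows copy number, which was not itself measured, is argued against as the main source, since block medians were correlated with those of untreated relative to T0 with r = -0.218 and -0.0474 (-0.0711 and -0.0746 in simulations of no change, and -0.215 and -0.0305 once the simulated covariance and variance were taken off), although a small part for erlotinib is not excluded. Loss of the chromosome end beyond a break, which would take along a gene with its own drug effect, may account for a part, because around 32 strong hits the neighbours on the centromere side lay nearer to the hit than those on the telomere side by 0.0287 on average (95th percentile of random positions 0.0114, one-sided permutation p = 2e-04, nearer in 25 of 32). The sides rest on approximate centromere positions (0.0206 and 0.0285 with all of them moved by 5 Mb down or up), the difference is small beside the spread of block medians, and no biological explanation was tested.

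EIF2AK4, a kinase that senses uncharged tRNA, and its activator GCN1L1 were higher under erlotinib than under osimertinib. Growth-adjusted values differed by 0.884 (EIF2AK4) and 0.713 (GCN1L1), or 0.917 and 0.727 by regression. The adjustment could move them little, so slower growth stays open. A single guide or library is argued against for EIF2AK4, which was in the set fixed beforehand, since all 4 of its guides were above 0 in all 4 pairings of libraries and its value was 0.75 to 0.96 with each library left out, whereas for GCN1L1 the rule that picked it already asks for such guides, so the 7 of 7 guides of both genes decide nothing there. Whether tRNA charging plays a part cannot be told from these values, since the synthetases were already known to be higher under erlotinib when they were set against other core essential genes of like loss (median 0.121 above), and loss of a synthetase could act in either direction. Whether compound or dose matters stays open, since both differ between the groups.

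Most genes lay below non-targeting guides in untreated relative to T0. A cost of the DNA break itself is a candidate explanation, since olfactory receptor genes had 73.5% of the shift of all genes. Against olfactory receptor guides 1825 genes were called in place of 11872, so many small depletions in this comparison may not reflect the function of the gene. A difference between non-targeting and other guides from the time of cloning would cancel within each guide's own change from T0, and was not tested.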

How the results depend on the processing

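The subtraction of neighbours, the 100000 draws, the seeds and the centring of guides were chosen only after the result was seen. Counts below are of called genes, lower and higher together. With draws from all targeting guides, the counts were 606 for untreated relative to T0 (11872 against non-targeting guides), 401 for erlotinib relative to untreated (1920), 259 for osimertinib relative to untreated (1600) and 81 between the drugs (448). They were 659 and 621 for erlotinib and osimertinib relative to T0 (9175 and 7973), and 438 and 257 for the growth-adjusted values (2018 and 1640). With 100000 such draws, these 8 counts were 597, 329, 299, 61, 584, 608, 338 and 307. With olfactory receptor guides the counts were 1825 for untreated relative to T0, 809 and 721 for the drugs relative to untreated, 1712 and 2260 relative to T0, and 819 and 700 growth-adjusted. After subtraction of neighbours they were 3159, 1272 and 784, 2662 and 2911, and 1176 and 773 in the same order. Between the drugs these settings moved the count less, to 346 and 368.

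Over 10 random seeds the draws of non-targeting guides gave 11744 to 11965 genes for untreated relative to T0, 1715 to 1972 for erlotinib and 1536 to 1817 for osimertinib relative to untreated, and 399 to 738 between the drugs. Draws of all targeting guides gave 464 to 716, 231 to 408, 205 to 371 and 0 to 130 in the same order. With the mean of the guides, osimertinib had 1002 genes relative to untreated and 1004 growth-adjusted, and the correlation between the drugs was 0.743. With no filter 937 genes differed between the drugs.

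With limma on the table of gene by library, 7168 genes were called for untreated and 5011 for erlotinib relative to T0, 933 for erlotinib relative to untreated, 127 between the drugs, and 780 and 1089 growth-adjusted. With each guide centred first, limma gave 1266 for erlotinib relative to untreated, 243 between the drugs and 1271 for growth-adjusted erlotinib. DESeq2 called 1209 single guides for erlotinib, 2004 for osimertinib and 105 between the drugs. Of 240 list tests 99 passed, 20 with an estimated correlation and 29 with centred guides as well.

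Replicate numbers need not pair the libraries, since differences between libraries 1 and 2 were correlated between groups with r of -0.00304 to 0.0101. With the number as a block, edgeR called 11819 genes for untreated relative to T0, and limma 7057 there, 4911 for erlotinib relative to T0, 923 for erlotinib relative to untreated, 135 between the drugs, and 765 and 1069 growth-adjusted. With the block, 98 lists passed, and those for growth-adjusted erlotinib went from 13 to 12.

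Each library was left out in turn, with the lone library of a group assumed to vary like the others. Gene counts ranged from 8284 to 11882 for untreated relative to T0, 1141 to 2442 for erlotinib, 683 to 2067 for osimertinib and 111 to 515 between the drugs. Relative to T0 they ranged from 6826 to 9175 for erlotinib and 5569 to 7974 for osimertinib, and growth-adjusted from 1173 to 2434 and 680 to 2078. The libraries that moved a count most were untreated 2 (1142 for erlotinib, 683 for osimertinib, 1176 and 680 growth-adjusted), erlotinib 2 (1141, and 1173 growth-adjusted), osimertinib 1 (822, 870 growth-adjusted, and 111 between the drugs), osimertinib 2 (969, and 966 growth-adjusted) and erlotinib 1 (251 between the drugs). Single guides ranged from 2645 to 6408 for untreated relative to T0, 729 to 3183 for erlotinib, 1149 to 3833 for osimertinib and 29 to 572 between the drugs, and each of the 8 libraries moved at least 1 of these counts by over 1.5 times. The correlation between the drugs ranged from 0.643 to 0.732, that with essentiality from -0.418 to -0.338 for erlotinib and -0.178 to -0.0919 for osimertinib, and the lists that passed from 93 to 103.

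Some named genes changed sign in untreated relative to T0. Against all targeting guides, at either number of draws, these were BCL2L1 (0.0164), TSC1 (0.0515), TSC2 (0.0480) and PLCG1 (0.0302). Against olfactory receptor guides the value of TSC1, untreated versus T0, was 2.53e-05. After subtraction of neighbours they were EIF2AK4 (0.23, adjusted p = 0.00101), TSC1 (0.0555), TSC2 (0.0474), BCL2L11 (0.0135) and PLCG1 (0.0208). CCND1 under erlotinib ranged from -0.52 to 2.97e-05 with each library left out, the latter without untreated library 2, and its call was also lost without erlotinib library 2 (-0.19). No list that passed in the main test or in an alternative changed direction, and signs of lists that passed in neither were not compared. Of 309 values of named genes, the call was lost without a change of sign for 66 against all targeting guides, 22 against olfactory receptor guides, 37 with limma, 15 after subtraction of neighbours and 6 with the mean of the guides.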

Other observations

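The tests in this part were chosen before their results were seen, but a further condition on the medians of the list members was added after. In addition to ILK, TLN1, ITGB1, LIMS1 and TNS3, some other integrin adhesion genes were called lower under both drugs. Among 39 members not already among the strongest genes, 10 fell and 0 rose by the empirical test under erlotinib (median L2FC = -0.07), and 6 fell and 1 rose under osimertinib (-0.01), such as PARVA, which binds ILK (-0.33 and -0.27). The larger adjusted p of the drugs was 0.00571, and with an estimated correlation the adjusted p were 0.252 and 0.440. The medians lay short of ILK by more than the SD between members (0.185 and 0.216). The strongest members had been left out, so this decides nothing. Whether integrin adhesion as a whole is needed stays open, since the call (adjusted p = 0.00571) was lost with an estimated correlation.

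For 3 other groups the test did not pass under either drug. Their medians lay short of the gene that prompted it by more than the SD between members, which again decides nothing. The WAVE actin regulatory complex had 2 lower and 2 higher of 9 members under erlotinib (adjusted p = 0.577) and 3 lower and 1 higher under osimertinib (adjusted p = 0.234), and CYFIP1 (-0.31 under erlotinib and -0.57 under osimertinib) and BRK1 (-0.39 and -0.61) were lower. Of 23 neddylation and cullin genes 8 rose and 0 fell under erlotinib (median 0.03, adjusted p = 0.0604, and adjusted p = 0.279 with an estimated correlation), and 4 rose and 2 fell under osimertinib (adjusted p = 0.992). Among them UBA3 (0.50 and 0.33), UBE2F (0.68 and 0.49), RBX1 (0.31 and 0.43) and DCUN1D1 (0.49 and 0.60) lay on the same side as NAE1 and CUL3. STRIPAK, a phosphatase complex that PDCD10 belongs to, had adjusted p = 0.577 under erlotinib and 0.992 under osimertinib, with SLMAP at -0.45 and -0.66.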
